A study of Mus musculus with 16 samples. Its data were reported in "SMAD4 induces opposite effects on metastatic growth from pancreatic tumors depending on the organ of residence" (2025).

How the data were processed

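Bulk ATAC-seq of sorted mKate2-positive tumour cells was analysed in 16 samples from 6 groups defined by organ and Smad4 status. Groups and replicate numbers came from the sample titles. Column names of the table give doxycycline status, which was read as Smad4 off where the drug was on and as Smad4 restored where it was withdrawn. Lung columns name day 15 where the labels give 14 days.

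The deposited values are a signal, the normalised count of reads per peak. Per the methods of the study, the authors trimmed reads with trimGalore and cutadapt, aligned them to mm10 with Bowtie2, called peaks with MACS2 outside blacklisted regions, merged peaks within 500 bp into an atlas shared by all samples, counted reads per peak with featureCounts and divided each sample by a DESeq2 size factor. The name of the deposited table calls it filtered without stating the filter. Whether read ends were shifted for the transposase and whether PCR duplicates were removed is not stated. A shift of a few bases changes few counts at this peak width, and duplicates left in would make counting error look smaller than it is. Merging over all organs means that a peak is present in the table for every sample, so that accessibility is compared at fixed positions. Size factors assume that most peaks do not change, which is a limit where up to 59.4% of the peaks were called.

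Each value was a whole multiple of the worth of 1 read in its sample, and 100% of values came out whole. The recovered totals count only reads in peaks, between 23.0 M and 38.2 M per sample. The mitochondrial row was left out of all tests (1.43% to 3.56% of reads in the table), which left 136630 nuclear peaks. No filter on low values was applied.

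Peak coordinates are 1-based on mm10. Sequence came from GRCm38.p6, the same build, with matching chromosome lengths. Gene positions came from the GENCODE basic annotation vM21. Only its protein-coding genes were used for start sites, nearest genes, exons and introns, so an intergenic peak can lie in a non-coding gene. A peak was assigned to the gene with the nearest transcription start site within 100 kb. Distances to start sites were measured from the centre of the peak. A peak was called a promoter peak when its centre lay within 1000 bp of a start site. A wide peak can thus cover a start site without being called a promoter peak, as at Id1 and Klf4. A motif family was the set of peaks whose sequence holds its consensus on either strand, for KLF, HNF4, ELF/ETS, TEAD, ONECUT, AP-1, RUNX, FOX, HNF1 and SMAD. A consensus match is cruder than a position weight matrix and counts by chance in wide or GC-rich peaks.

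The main test was limma 3.58.1 in R 4.3.3 (trend and robust options) on log2(normalised count + 1) with a mean for each of the 6 groups. Fold changes are on that scale, which understates the change of low peaks. Adjusted p-values are Benjamini-Hochberg over all nuclear peaks, and a call needed an absolute log2 fold change of at least 0.58 and an adjusted p of at most 0.1, the thresholds of the study. Organs were compared within each Smad4 state, restoration within each organ and averaged over organs, and organs were compared for the effect of restoration by interaction terms. Motif families were tested with camera (preset correlation 0.01) and fry, called at an adjusted p of at most 0.05 over the 10 families. Shares of variance were tested by enumerating all arrangements of labels. Clusters were k-means with 4 centres and 20 starts. Tests, samples, thresholds, marker lists and most alternatives were fixed before the data were examined. An analysis without distal chromosome 6, a block in the lungs only (with and without GC correction) and the effector and factor lists averaged over organs were added after seeing the data.

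As named peaks, the 3 called peaks of smallest p in each direction whose replicates did not overlap were taken for the liver and lung comparison, for restoration in each organ and for its average. Genes of the effector, Klf4, Runx1 and Smad4 lists are shown by the peak nearest the start site and by the number of called peaks. Part of the effector list is not reported here and enters none of its counts.

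Alternatives were a pseudocount of 10, a mean normalised count of at least 20, TMM factors, quantile normalisation, the quasi-likelihood test of edgeR 4.0.16 and the Wald test of DESeq2 1.42.0 on recovered reads, thresholds of 1 and 0.05, fits of only the groups compared, the replicate number as a block in every organ, a correction of each sample for a smooth trend in peak GC content, both together, and leaving out each sample. On the recovered reads, edgeR called 67887 peaks between Liv_OFF and Lung_OFF and 97.1% of the limma calls were among them in the same direction. In the pancreas it called 4408 peaks (89.1% of the limma calls), in the liver 190 (25.3%) and in the lungs 5 (100%). DESeq2 called 67804, 9294, 3186 and 997.

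Groups share replicate numbers. Deviations from the group mean correlated over 0.1 for all 3 lung pairs (0.491, 0.124 and 0.214), so the numbers were taken to pair the lung samples, on statistical grounds only. Pancreas pairs (−0.33, 0.027 and −0.33) and liver pairs (0.083) did not meet this, nor did numbers across organs. Single numbers across organs did exceed the lowest lung value, up to 0.166 for number 1 of Liv_ON and Panc_ON. The lung pairing thus stays uncertain.

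The test was run on simulated data of 136630 peaks drawn from the real means, depths and dispersions, with 200 peaks changed 3-fold in Liv_OFF. It recovered 99 (49.5%) with 20 false calls, and edgeR recovered 97 with 9 false calls. On peaks left unchanged, the simulation gave 22 calls for restoration in the liver, 0 in the pancreas and 0 in the lungs. The comparisons with the Liv_OFF group gave the largest numbers of such calls, up to 26. All planted changes lay in that group, and adjusted p-values let more false calls through where true changes are present. The pancreas and lung comparisons held no planted change. These counts therefore do not show that the test is less reliable in the liver than in the other organs.

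Marker lists of host cells served only to weigh cells left after sorting. Between Liv_OFF and Lung_OFF, start-site peaks were called higher in the liver for 2 of the 2 hepatocyte genes with a peak (of 10 listed), 1 of 2 lung epithelium genes (of 8), 0 of 1 acinar gene (of 7), 0 of 3 immune genes (of 8), 1 of 5 endothelial genes (of 7) and 0 of 7 fibroblast genes, and lower for 1 immune, 3 endothelial and 1 fibroblast gene. The RNA-seq of the study was not used here. No gene is on more than a single marker list. Figures were drawn with matplotlib 3.10.9, and tables were handled with pandas 2.3.3 and numpy 2.4.6.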

Results

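Chromatin accessibility was measured by ATAC-seq (a transposase-based assay of open chromatin) in mKate2-positive tumour cells sorted from KC-shSmad4 pancreatic cancers. These mouse cells carry a doxycycline-inducible short hairpin RNA against Smad4, so that Smad4 is off under doxycycline and is restored from its own locus when the drug is withdrawn. Tumours had been grown in the pancreas (Panc), the liver (Liv) or the lungs (Lung) of female nude mice, and cells were taken with Smad4 off or 14 days after its restoration (named ON). The 16 samples, each from its own mouse, fell into 6 groups: Panc_OFF, Panc_ON, Lung_OFF and Lung_ON with n = 3 each, and Liv_OFF and Liv_ON with n = 2 each. Organ was tied to the time of growth before withdrawal, which was 4 weeks in the pancreas, 5 weeks in the liver and 6 weeks in the lungs.

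The deposited table held normalised read counts for 136631 peaks, of which 136630 were nuclear. Whole reads could be recovered from the values. Between 23.0 M reads (Panc_ON_2) and 38.2 M reads (Panc_ON_3) fell in peaks per sample, and the median number of reads per peak ranged from 36 to 76. Peaks had a median width of 588 bp. By the position of the peak centre relative to protein-coding genes, 47.2% were intergenic, 40.7% intronic and 9.76% lay in promoters (within 1000 bp of a transcription start site). Replicates of a group were not copies of each other, since the chi-square per degree of freedom between replicate pairs was between 3.72 and 22.

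Smad4 itself was examined first. Its shRNA acts on the RNA, so accessibility of the locus need not follow its status. The peak nearest its transcription start site (mm10 chromosome 18, 73701729 to 73704436, promoter) had a normalised count of 747 ± 30.8 (SD, n = 3) in Panc_OFF and 702 ± 30.8 (SD, n = 3) in Panc_ON, 1050 ± 98.2 (SD, n = 2) in Liv_OFF and 939 ± 71.8 (SD, n = 2) in Liv_ON, and 766 ± 36.2 (SD, n = 3) in Lung_OFF and 803 ± 46.6 (SD, n = 3) in Lung_ON. Restoration changed it by −0.09 ± 0.10 (log2, SE) in the pancreas, −0.16 ± 0.12 in the liver and 0.07 ± 0.10 in the lungs, with limma adjusted p = 0.684, 0.627 and 0.953. None of the 9 peaks assigned to Smad4 was called in any organ. The locus therefore gave no check of the Smad4 labels in either direction.

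To ask whether organ or Smad4 status separated the samples, the variance of all nuclear peaks was divided between them. Organ accounted for 64.5% of the summed squares (exact permutation test over 313600 arrangements, one-sided, p = 6.38e-06, the smallest this design can give). Smad4 status accounted for 5.19% (exact permutation test over 2400 arrangements, one-sided, p = 0.0175), their interaction for 5.51% and replicates for the remaining 24.8%. Among the alternatives tried with all samples, a filter on mean normalised count (at least 20) moved the share of organ most, to 68.6%. The test of status rested on single samples: without Liv_OFF_1 its share was 4.3% (exact permutation p = 0.256), and p was also above 0.05 without Liv_OFF_2 (0.17), Panc_ON_1 (0.0683), Panc_ON_2 (0.0933) or Panc_ON_3 (0.102). Within an organ, status accounted for 33.5% of the summed squares in the pancreas (n = 6), 41.2% in the liver (n = 4) and 20.7% in the lungs (n = 6). Such a share is positive even with no effect and is larger with fewer samples. These values therefore do not rank the organs and do not by themselves show an effect in any of them. The first 3 principal components carried 54.1%, 17.7% and 7% of the variance. The median Spearman correlation across peaks was 0.951 between samples of the same group, 0.934 between samples of the same organ and other status, and 0.815 between organs.

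**Figure D1:**
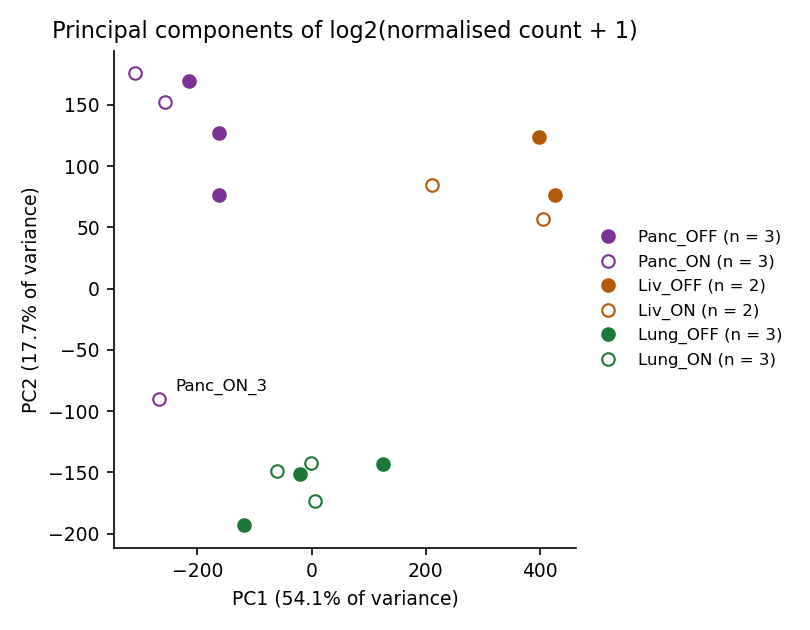
Each point is 1 of the 16 samples placed by its first principal component (horizontal, 54.1% of the variance) and second (vertical, 17.7%) of log2(normalised count + 1), coloured by organ, with filled points for Smad4 off and open points for Smad4 restored. Liver samples lie to the right (PC1 from 210.8 to 426.3), and Panc_ON_3 lies below the other pancreas samples on PC2 at −90.

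Levels along chromosome 6 were examined after a single lung sample was seen to differ there. From 124 Mb to 150 Mb (2411 peaks), the median deviation of peaks from the mean of all samples was 1.57 (log2) in Lung_OFF_1, 0.42 in Panc_ON_3 and 0.41 in Lung_OFF_2, and 0.19 or less in every other sample. That median hides a rise in part of the region in Lung_ON_1, of 0.75 in the window of 2 Mb from 144 Mb and 1.12 in that from 146 Mb.

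**Figure D2:**
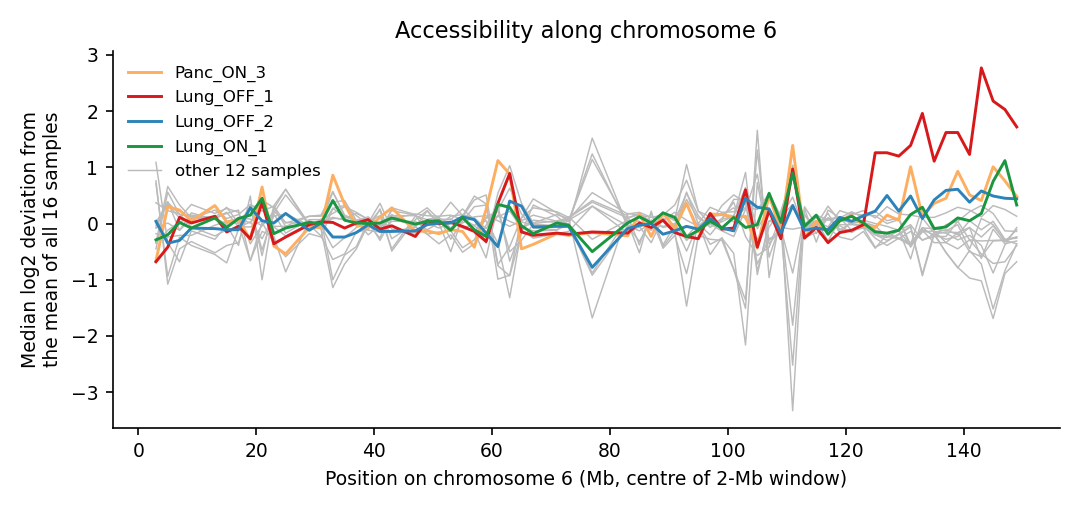
Median deviation of peaks from the mean of all 16 samples (vertical, log2) in windows of 2 Mb along chromosome 6 (horizontal, Mb), with 1 line per sample and Lung_OFF_1, Lung_OFF_2, Lung_ON_1 and Panc_ON_3 in colour. Lung_OFF_1 is raised from 124 Mb onwards, with a median of 1.57 over that region.

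Organs were compared first with Smad4 off, the state the study used to relate chromatin to metastatic site. A peak was called when limma's absolute log2 fold change was at least 0.58 and its adjusted p at most 0.1. Between Liv_OFF and Lung_OFF, 67891 peaks (49.7%) were called, 31293 higher in the liver with a median log2 fold change of 1.44 and 36598 lower with a median of −1.69. The alternative that moved this count most was the pair of stricter thresholds, 1 and 0.05, which gave 49003. Replicates of these groups did not overlap at 89993 peaks (65.9%), where chance alone gives 20%. Of the peaks higher in the liver, 8.89% lay in promoters, against 2.1% of those lower in the liver and 9.76% of all nuclear peaks. Liv_OFF and Panc_OFF differed at 79962 peaks (35843 higher in the liver, 44119 lower), where the GC correction shifted the median log2 difference of all peaks by 0.14. Lung_OFF and Panc_OFF differed at 23685 peaks (9006 higher in the lungs, 14679 lower), a count that fell to 14590 without Panc_OFF_2 and 11697 without Panc_OFF_3.

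With Smad4 restored, the same comparisons were made between the ON groups. Liv_ON and Lung_ON differed at 48889 peaks (24026 higher in the liver, 24863 lower), and Liv_ON and Panc_ON at 81100 (37078 higher in the liver, 44022 lower). Lung_ON and Panc_ON differed at 37934 peaks (17550 higher in the lungs, 20384 lower). Without Panc_ON_1 this last count was 25079. Its split between directions also moved with scaling, to 25224 higher and 19156 lower after quantile normalisation, and 58.8% of its calls were higher after a correction for GC content, against 46.3% in the deposited scaling. Quantile normalisation shifted the median log2 difference of all peaks between Lung_ON and Panc_ON by 0.11 and the GC correction by 0.14, so the balance of directions there depended on the scale.

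Among calls between Liv_OFF and Lung_OFF whose replicates did not overlap, the smallest p-values higher in the liver belonged to an intergenic peak 98741 bp from Ptpru (chromosome 4, 131721738 to 131723813), with a normalised count of 859 ± 90.2 (SD, n = 2) in Liv_OFF and 63.5 ± 17.5 (SD, n = 3) in Lung_OFF (log2 fold change 3.76 ± 0.27 SE, limma adjusted p = 5.9e-06), and to intronic peaks at Inava (chromosome 1, 136223091 to 136224882, log2 fold change 3.02) and Rnf220 (chromosome 4, 117302120 to 117306024, 2.31). Those lower in the liver were intronic peaks at Tiam2 (chromosome 17, 3441284 to 3443842) and Pik3r6 (chromosome 11, 68467374 to 68469375) and an intergenic peak on chromosome 10 (110484702 to 110485612) with no protein-coding start site within 100 kb. The Tiam2 peak had 211 ± 3.25 (SD, n = 2) in Liv_OFF and 790 ± 147 (SD, n = 3) in Lung_OFF (log2 fold change −1.88 ± 0.13 SE, limma adjusted p = 5.9e-06), and the other log2 fold changes were −1.66 at Pik3r6 and −2.76 on chromosome 10.

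Sequence motifs were then compared between liver and lung metastases with Smad4 off, since the study named distinct transcription factor families in these organs. Peaks holding a KLF consensus were on average 0.51 (log2) higher in Liv_OFF relative to Lung_OFF than peaks without it (camera in limma, adjusted p = 2.22e-09 over the 10 families). HNF1 peaks were 0.758 higher (adjusted p = 8.16e-08) and HNF4 peaks 0.404 higher (adjusted p = 0.000648), while AP-1 peaks were 0.665 lower, a difference of −0.665 (adjusted p = 6.3e-07). RUNX peaks differed by −0.196, FOX peaks by 0.092 and ELF/ETS peaks by 0.152, with camera adjusted p of 0.339, 0.339 and 0.185. All 4 calls also passed fry (adjusted p from 0.00019 to 0.00356), as did the other 6 families (RUNX 0.00798), whereas with the correlation between peaks estimated from the data none passed, AP-1 being nearest at 0.0986. The alternative that moved the KLF difference most was quantile normalisation, which gave 0.239 and left it called. HNF4 lost its call there (0.248), and RUNX was called under quantile normalisation (−0.274) and when motifs were counted in the central 200 bp of each peak (−0.392). In each sample the motif level was the mean deviation of peaks with the motif minus that of peaks without it. The KLF level was 0.492 ± 0.033 (SD, n = 2) in Liv_OFF, −0.017 ± 0.168 (SD, n = 3) in Lung_OFF and −0.145 ± 0.069 (SD, n = 3) in Panc_OFF.

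**Figure D3:**
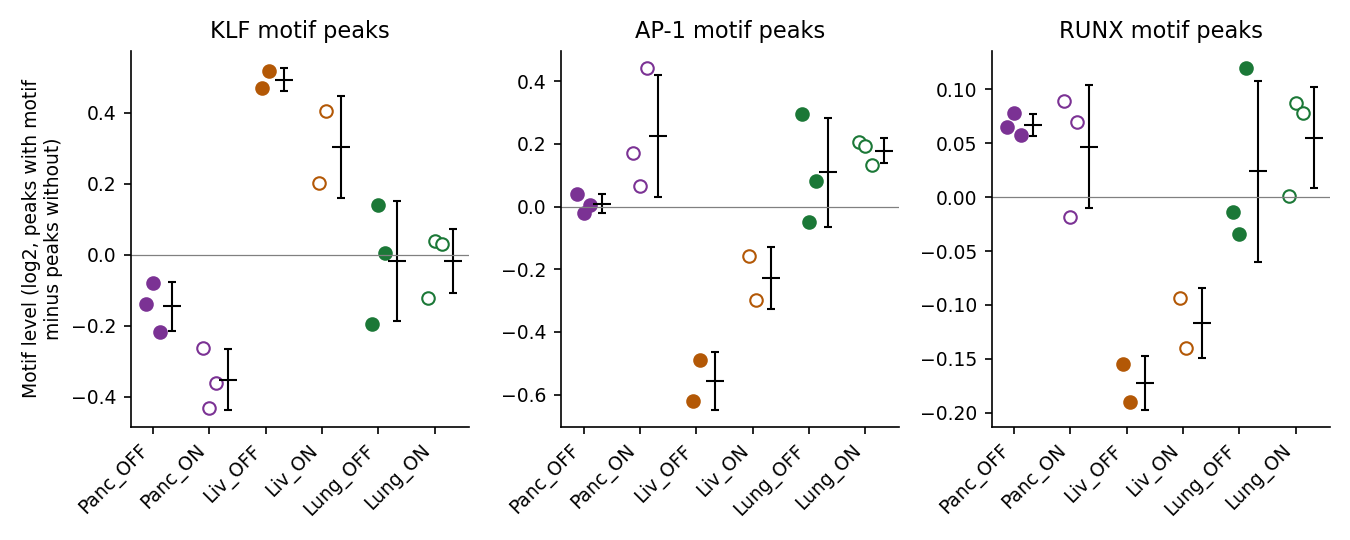
Motif level of KLF, AP-1 and RUNX peaks (vertical, log2 mean deviation of peaks with the motif minus that of peaks without it) for each of the 16 samples by group, with the group mean and SD in black. KLF levels are highest in the liver groups (means of 0.492 and 0.303), where AP-1 levels are lowest (means of −0.555 and −0.228).

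The peaks called in at least 1 of the 9 pairwise comparisons (105996, or 77.6% of nuclear peaks) were divided into 4 clusters by k-means. The clusters held 31174 peaks highest in the liver and low elsewhere (mean z of 1.43 in Liv_OFF), 24804 peaks highest in the pancreas (mean z of 0.85 in Panc_OFF and 1.01 in Panc_ON), 16009 peaks high in liver and lungs and lowest in the pancreas, and 34009 peaks lowest in the liver (mean z of −1.44 in Liv_OFF and −0.88 in Liv_ON). The largest difference between Smad4 states within an organ was in the pancreas in the cluster of 16009 peaks (mean z of −0.45 in Panc_OFF and −1.16 in Panc_ON). With 5 clusters, the number of peaks in clusters highest in the liver was 45281, against 47183 with 4.

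Loci of Smad4 effectors named by the study, the cytostatic and fibrogenic genes Cdkn1c, Il11, Has2, Col6a1, Itga5, Ccbe1, Ccn4 (Wisp1) and Id1, were examined in liver against lung metastases with Smad4 off. Of their 87 peaks, 55 were called over all nuclear peaks (13 higher in the liver, 42 lower) and 57 when adjusted over the list alone. All called peaks of Col6a1 (10 of 14), Ccn4 (9 of 12), Ccbe1 (9 of 17), Itga5 (6 of 8) and Il11 (2 of 2) were lower in the liver, and those of Cdkn1c (5 of 10) and Id1 (5 of 6) were higher. Has2 (3 higher, 6 lower of 18) had calls in both directions. The Col6a1 promoter peak (chromosome 10, 76725328 to 76726587) had a normalised count of 107 ± 1.92 (SD, n = 2) in Liv_OFF, 584 ± 49.8 (SD, n = 3) in Lung_OFF and 576 ± 30.4 (SD, n = 3) in Panc_OFF (log2 fold change liver against lung −2.43 ± 0.24 SE, limma adjusted p = 1.21e-05).

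For the other start-site peaks, the log2 fold change was −1.76 at Ccn4, −0.61 at Il11, −0.41 at Itga5, −0.02 at Has2, −0.01 at Ccbe1, 0.65 at Cdkn1c and 1.00 at Id1. The Id1 peak was wide and covered the start site, with its centre 2191 bp away. Single samples and settings decided several of these fold changes. Cdkn1c was not called without Lung_OFF_1 (0.55), after quantile normalisation (0.52) or after GC correction (0.44), and Il11 was not called without Lung_OFF_1 (−0.55) or Lung_OFF_3 (−0.45). Itga5 was called after quantile normalisation (−0.72) and GC correction (−0.68). At Has2 and Ccbe1 the sign changed without Lung_OFF_1 (0.01 and 0.02) or Lung_OFF_3 (0.04 and 0.15).

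At Klf4, Runx1 and Smad4, 44 of 83 peaks were called between Liv_OFF and Lung_OFF (12 higher in the liver, 32 lower), and 46 when adjusted over the list alone. Runx1 had 26 lower and 3 higher among 54 peaks, and Klf4 had 8 higher and 4 lower among 20. Neither start-site peak passed the fold threshold. The peak nearest the Klf4 start site (chromosome 4, 55525817 to 55535340, exon) differed by 0.49 ± 0.09 (log2, SE, limma adjusted p = 0.000808) and that of Runx1 (chromosome 16, 92694465 to 92699031, promoter) by 0.41 ± 0.10 (limma adjusted p = 0.00333). The sign at Runx1 changed to −0.01 after quantile normalisation.

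Smad4 restoration was then compared within each organ. In the pancreas, 4675 peaks were called, 498 higher with Smad4 restored and 4177 lower (median log2 fold change −1.09). DESeq2 on the recovered reads raised this count to 9294. The GC correction lowered it to 2615, and thresholds of 1 and 0.05 lowered it to 1514. It also fell when a sample was left out, to 453 without Panc_OFF_2, 1241 without Panc_OFF_1, 1694 without Panc_OFF_3, 1686 without Panc_ON_1 and 1840 without Panc_ON_2, and was 4878 without Panc_ON_3. The share of these calls that were higher also moved. It was 10.7% in the main fit, 35.7% when only the pancreas groups were fitted, 28.2% with DESeq2 and 2.21% without Panc_OFF_2. Lower calls outnumbered higher ones in each of these fits. Replicates did not overlap at 34862 peaks (25.5%), where chance gives 10%. In the liver, 752 peaks were called, 631 higher and 121 lower, and 44.6% of peaks had replicates that did not overlap, where chance gives 33.3%. Among settings with no block, this count ranged from 81 when only the liver groups were fitted to 3186 with DESeq2. Its direction also turned on the fit, since 83.9% of the calls were higher when all 6 groups shared the estimate of spread, and 14.8% when only the liver groups were fitted. In the lungs, 5 peaks were called, 2 higher and 3 lower, and 9720 had an unadjusted p under 0.05, which is 7.11% of the peaks tested. With the replicate number as a block in every organ 1 peak was called, and 41 with the block in the lungs only, where the numbers were taken to pair the samples. DESeq2 called 997. Leaving out a lung sample gave 0 calls without Lung_ON_2, 1 without Lung_ON_3, 3 without Lung_OFF_2, 17 without Lung_OFF_1, 22 without Lung_ON_1 and 25 without Lung_OFF_3. TMM factors changed the split of lung calls to 1 higher and 3 lower. Replicates did not overlap at 10.7% of the peaks in the lungs, where chance gives 10%.

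Averaged over the organs, 8 samples against 8, restoration changed 9043 peaks, 4938 higher and 4105 lower, with a median log2 fold change of 0.85 and −0.81. The split was 44.3% higher after GC correction and 54.6% in the deposited scaling. The count was 3513 without Liv_ON_1, 3774 without Liv_OFF_1, 5313 without Lung_OFF_2 and 16283 without Lung_OFF_1. Whether the effect of Smad4 differed between organs was tested as a difference of differences. Without a block, no peak was called in any of the 3 interactions. Peaks at an unadjusted p under 0.05 numbered 7171 for liver minus lungs, 5403 for liver minus pancreas and 14973 for lungs minus pancreas. Without Lung_OFF_2, 4000 peaks were called for lungs minus pancreas and 5 for liver minus lungs, and without Lung_ON_1 or Panc_OFF_1 there were 4 and 1 for lungs minus pancreas. With the replicate number as a block, 248 peaks (194 higher, 54 lower) were called for lungs minus pancreas when every organ had the block, and 2385 (1736 higher, 649 lower) when only the lungs had it, a fit chosen after the data were seen. With GC correction as well, these counts were 0 and 2048. DESeq2 called 2250 for lungs minus pancreas, 48 for liver minus lungs and 25 for liver minus pancreas. Of the 4675 pancreas calls, 93.3% had the same sign in the liver and 64.6% in the lungs, and of the 752 liver calls 96.7% had the same sign in the pancreas and 94.3% in the lungs. Across all peaks, which are not independent replicates, the correlation of log2 fold changes was 0.456 between pancreas and liver, 0.241 between liver and lungs and 0.031 between pancreas and lungs. Whether restoration had another effect in the lungs than in the pancreas thus depended on the fit, and the counts of calls in single organs do not answer it.

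Peaks at Gli2 were among the smallest p-values lower with Smad4 restored in every organ. The Gli2 promoter peak (chromosome 1, 119051311 to 119054303) had a normalised count of 1200 ± 95.5 (SD, n = 2) in Liv_OFF and 290 ± 48.8 (SD, n = 2) in Liv_ON (log2 fold change −2.05 ± 0.23 SE, limma adjusted p = 0.00791), and of 913 ± 115 (SD, n = 3) in Lung_OFF and 305 ± 52.6 (SD, n = 3) in Lung_ON (−1.59 ± 0.19 SE, limma adjusted p = 0.0326). In the pancreas an intronic Gli2 peak (119022124 to 119023216) fell from 384 ± 63.3 (SD, n = 3) to 48.6 ± 23.2 (SD, n = 3), a log2 fold change of −3.05 ± 0.31 SE (limma adjusted p = 0.00383). A further intronic Gli2 peak (119047580 to 119048628) changed by −1.66 in the lungs. An intergenic peak on chromosome 11 (94953389 to 94956222) was lower in all organs, by −2.73 ± 0.21 (log2, SE) in the liver, −1.30 ± 0.17 in the lungs and −1.23 ± 0.17 in the pancreas (limma adjusted p = 5.66e-05, 0.041 and 0.00963). It lay 347 bp past the annotated end of Col1a1, the gene beside which the shRNA cassette of this model is inserted, and 12788 bp from the start site of Hils1. Averaged over organs it had the smallest p-value of all peaks (log2 fold change −1.75 ± 0.11 SE, limma adjusted p = 1.59e-06), followed by the Gli2 promoter peak (−1.57 ± 0.12 SE, limma adjusted p = 2.07e-05). The 5 lung calls were the 2 Gli2 peaks, the peak beside Col1a1, and higher intergenic peaks near Sytl2 (chromosome 7, 90332506 to 90333157, log2 fold change 1.86) and near Guca1b (chromosome 17, 47378733 to 47380991, 0.82). All 5 lost their call when only the lung groups were fitted, and all except the Gli2 promoter peak lost it with the replicate block in every organ or without Lung_ON_3. All 5 were called with the block in the lungs only. The Gli2 promoter peak lost it without Lung_ON_2 (−1.60).

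**Figure D4:**
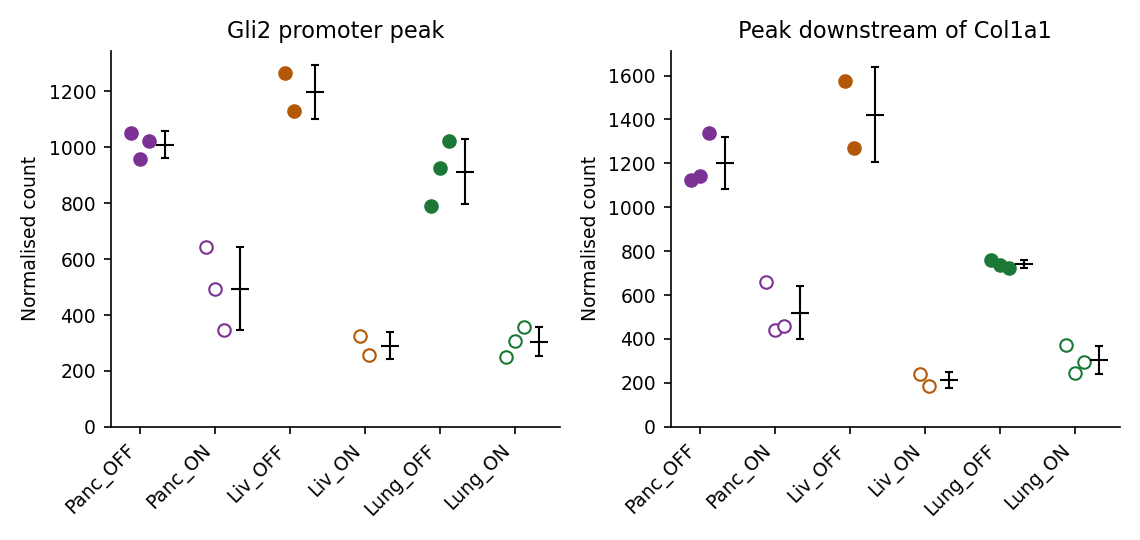
Normalised count (vertical) of the Gli2 promoter peak and of the peak downstream of Col1a1 in each of the 16 samples by group, filled for Smad4 off and open for Smad4 restored, with the group mean and SD in black. The liver means were 1200 and 290 for Gli2 and 1420 and 213 for the peak downstream of Col1a1.

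Other peaks with the smallest p-values were, in the pancreas, intergenic peaks on chromosome 15 (51411822 to 51412654, log2 fold change 1.83), chromosome 17 (41494893 to 41495392, 2.72, with a mean normalised count of 1.77 in Panc_OFF) and chromosome 4 (64952547 to 64953247, 2.05), none with a protein-coding start site within 100 kb, and lower peaks near Dusp16 (chromosome 6, 134802273 to 134803383, −2.01, inside a stretch of chromosome 6 that was raised in Lung_OFF_1) and at Akap9 (chromosome 5, 4004706 to 4005406, −2.36). In the liver they lay near Kcna4 (chromosome 2, 107326976 to 107327739, 2.99), near Piezo2 (chromosome 18, 63462360 to 63464134, 2.81, and 63406054 to 63408118, 2.12) and in Pepd (chromosome 7, 34917625 to 34919344, −2.32). The Kcna4 peak was not called when only the liver groups were fitted. Averaged over organs, the chromosome 4 peak was 2.37 higher, with a normalised count of 102 ± 34.6 (SD, n = 8) against 23.8 ± 14 (SD, n = 8) and a limma adjusted p = 0.000197. An exonic peak at Ltbp1 (chromosome 17, 75273057 to 75274850) was 0.68 higher and an intergenic peak on chromosome 4 (9066392 to 9068542) 0.65 higher, and both fell to 0.57 and lost their call after GC correction. The latter also lost it without Liv_OFF_1 (0.55).

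The study inferred lower KLF and higher RUNX activity on restoration in the pancreas. Its measure joined motif accessibility with expression changes of the target genes. By staining, it also reported fewer KLF4-positive and more RUNX1-positive cells after 14 days. The motif differences given here rest on accessibility alone, so they do not test that inference or the protein result. Peaks with a KLF consensus were lower in Panc_ON, with a difference of −0.206 (camera in limma, adjusted p = 8.43e-06, and fry adjusted p = 0.0454), as were HNF1 (−0.406, camera adjusted p = 3.45e-11) and HNF4 peaks (−0.196, camera adjusted p = 0.000418). AP-1 peaks were 0.218 higher (camera adjusted p = 0.000418). RUNX peaks did not differ detectably (−0.02, camera adjusted p = 0.74), and their sign was positive after quantile normalisation (0.011), with central 200 bp windows (0.072) and without Panc_ON_2 (0.012). After GC correction the KLF difference was −0.093 and no longer called, the largest move among the alternatives. The AP-1 difference was 0.11 without Panc_ON_3 and not called. In the liver, KLF (−0.19, camera adjusted p = 5.02e-07), HNF1 (−0.318) and HNF4 peaks (−0.155) were lower and AP-1 peaks higher (0.328, camera adjusted p = 5.08e-09). KLF lost its call there after quantile normalisation (−0.043). Without Liv_ON_1 the KLF difference in the liver was −0.089, and without Liv_ON_2 it was −0.291. In the lungs the SMAD consensus alone passed (0.14, camera adjusted p = 0.00463, fry adjusted p = 0.0487), and not without Lung_OFF_1 (0.101) or Lung_ON_2 (0.10). The KLF difference in the lungs was 0, with a camera adjusted p = 0.913. AP-1 in the lungs differed by 0.069 (camera adjusted p = 0.101). It was called without Lung_OFF_1 (0.162) or Lung_ON_3 (0.091), and had the other sign without Lung_OFF_2 (−0.011). Under fry, KLF, HNF4 and ELF/ETS in the pancreas and SMAD in the lungs passed. With the estimated correlation only AP-1 in the liver did (adjusted p = 0.0353). Differences between organs in these motif effects were not tested.

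At the effector loci, restoration changed 1 of 87 peaks in the pancreas (at Has2), 4 in the liver (2 at Ccn4 and 2 at Ccbe1) and 0 in the lungs, all higher. At an unadjusted p under 0.05 there were 13, 36 and 21. When adjusted over the list alone the counts were 0, 29 and 1. Averaged over the organs, a comparison added for these lists after the data were seen, 28 of the 87 effector peaks were called, 26 higher and 2 lower (36 when adjusted over the list alone). The share higher was 29.9%, against 3.61% of all nuclear peaks. Higher calls were 9 of 17 peaks at Ccbe1, 7 of 12 at Ccn4, 4 of 8 at Itga5, 4 of 18 at Has2, 1 of 2 at Il11 and 1 of 14 at Col6a1, and the 2 lower ones lay at Cdkn1c. Without Liv_ON_1, 12 effector peaks were called. The count in the liver alone was 0 with edgeR, with GC correction and with a pseudocount of 10, and 14 with DESeq2. At Klf4, Runx1 and Smad4, 1 peak was called in the pancreas (lower, at Klf4), 0 in the liver and 0 in the lungs, with 14, 14 and 10 at an unadjusted p under 0.05, and 1, 3 and 0 when adjusted over the list alone. Averaged over the organs 3 were called, all higher and at Runx1, and without single samples between 2 and 9 (without Lung_OFF_1). The Klf4 peak nearest the start site changed by −0.05 ± 0.08 (log2, SE) in the pancreas and that of Runx1 by −0.03 ± 0.09, with limma adjusted p = 0.825 and 0.902. The study selected these genes in part from the same tumours, so counts over the lists are not independent evidence.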

Values the study reported

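The study reported that its bulk ATAC-seq libraries averaged about 50 M sequenced reads per sample. From RNA-seq of tumour cells in the same organs, it reported that 89% (1,580 of 1,773) of the genes raised by Smad4 restoration were specific to an organ on day 7 and 74% (613 of 825) on day 14.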

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

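The tests of copy number and depth on the raised stretch of chromosome 6, and the chromosome levels over all peaks, were chosen only after the result was seen. Samples of each organ were compared with each other on 37 measures (reads, motif levels, chromosome levels and others). In 9 of 111 such comparisons a sample stood far from the rest of its organ, where about 5.6 would by chance, so the set as a whole is near what chance gives. An organ holds both Smad4 states, which can itself spread its samples.

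Panc_ON_2 stood out on 3 measures. It had 23 M recovered reads, against 32.7 M to 38.2 M in the other pancreas samples. Its RUNX motif level was −0.018, against 0.058 to 0.089, and its chromosome 5 level, over peaks with a mean normalised count of at least 20, was −0.201, against −0.076 to −0.008. Over all peaks of the chromosome it was −0.103, against −0.087 to 0.007, and did not stand out. Whether depth, GC content or the cells themselves set the RUNX and chromosome 5 levels was not tested. The sample matters for the RUNX comparison on restoration in the pancreas, where the difference of −0.02 became 0.012 without it. The number of pancreas calls fell from 4675 to 1840 without it, but further without Panc_OFF_1 (1241), Panc_OFF_2 (453), Panc_OFF_3 (1694) or Panc_ON_1 (1686), so that fall is not particular to this sample. The other Panc_ON samples did not share its low RUNX level, with 0.089 and 0.07 beside 0.058 to 0.078 in Panc_OFF, so Smad4 status alone could not produce it.

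The ONECUT motif level of Lung_OFF_1 was −0.07, against 0.032 to 0.092 in the other lung samples. The same sample carried the raised stretch of distal chromosome 6, which holds a small part of all peaks. GC content and depth were not tested as its source. No biological explanation was tested.

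Chromosome levels, the median log2 deviation of a chromosome's peaks with a mean normalised count of at least 20, stood out in 5 further samples. On chromosome 6, Liv_ON_2 had −0.193, against −0.11 to −0.094 in the other liver samples. On chromosome 10, Liv_OFF_2 had −0.043, against −0.011 to −0.006. On chromosome 12, Lung_OFF_3 had 0.05, against −0.059 to −0.02. On chromosome 15, Lung_ON_2 had 0.126, against −0.032 to 0.001. On chromosome X, Liv_ON_1 had −0.042, against 0.034 to 0.042. Over all peaks of the chromosome none of the 5 stood out by the same test. The levels were then −0.274 in Liv_ON_2 (others −0.167 to −0.118), −0.093 in Liv_OFF_2 (others −0.067 to −0.015), 0.014 in Lung_OFF_3 (others −0.068 to −0.002), 0.096 in Lung_ON_2 (others −0.055 to 0.011) and −0.06 in Liv_ON_1, inside the range of the others (−0.095 to −0.054). These differences thus depended on which peaks were counted. On chromosome 6, Liv_ON_2 was the lowest liver sample in 9 of 13 windows of 2 Mb in the stretch that was raised in Lung_OFF_1 and in 18 of 54 windows elsewhere, where chance alone makes each of the 4 liver samples the lowest equally often. Its level in that stretch was −0.54 (others −0.44 to −0.15), and on the rest of the chromosome −0.08, as in Liv_OFF_2 (others −0.08 to 0). More of its lower level thus lay in the stretch, but whether the rest of the chromosome was lower as well was not settled. These sizes are small beside the rise of 1.61 on distal chromosome 6. Differences in copy number between tumours, depth, GC content and chance stay open for them, untested, and no biological explanation was tested.

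Reads on the mitochondrial genome entered no comparison. Their share of all reads in the table was highest in Liv_OFF_2, at 3.56%, and the organ means were 2.94% ± 0.476 (SD, n = 4) in the liver, 1.72% ± 0.28 (SD, n = 6) in the lungs and 2.17% ± 0.308 (SD, n = 6) in the pancreas. There were no control samples without cells. The share depends on how cleanly nuclei were prepared and on how many mitochondria the cells hold, and these were not tested apart. Organ is a difference of the design and stays open, untested. The row was left out of every test, so it could not enter the calls.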

How the results depend on the processing

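In this part, the analysis without distal chromosome 6, the block in the lungs only and the gene lists averaged over organs were chosen only after the result was seen. Among the 251 values of the main comparisons under settings with all samples, 24 were weaker and 25 stronger by more than the limit set for them (1.5 times for counts, the threshold for tests). These limits do not cover the balance of directions within a count, which turned in some comparisons. Higher and lower calls were 631 and 121 for restoration in the liver but 12 and 69 when only the liver groups were fitted. After GC correction they went from 17550 and 20384 to 24716 and 17348 for Lung_ON against Panc_ON, from 31293 and 36598 to 34003 and 32300 for Liv_OFF against Lung_OFF, and from 4938 and 4105 to 3459 and 4351 for restoration averaged over organs. The share of calls higher in the liver than in the pancreas went from 44.8% to 51% with Smad4 off and from 45.7% to 51.2% with Smad4 restored. Of 167 values with a sample left out, 20 were weaker, 13 stronger and 3 moved beyond the spread between replicates.

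The comparisons of the liver with other organs stayed within 1.5 times under every setting run with all samples. Their counts ranged from 49003 to 67887 for Liv_OFF against Lung_OFF, 62216 to 84736 for Liv_OFF against Panc_OFF, 32656 to 51169 for Liv_ON against Lung_ON and 63369 to 81631 for Liv_ON against Panc_ON. The share of variance due to organ was 64.4% to 68.6%, the effector loci had 49 to 55 calls between liver and lungs, Klf4, Runx1 and Smad4 had 43 to 46, and the clusters highest in the liver held 34940 to 45281 peaks.

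Thresholds of 1 and 0.05 lowered counts by construction. They gave 13882 for Lung_OFF against Panc_OFF, 22231 for Lung_ON against Panc_ON, 1514 for restoration in the pancreas, 146 in the liver, 3 in the lungs and 1666 on average.

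Counts for restoration depended on scaling and test, and the cause was not tested. In the pancreas (4675), quantile normalisation gave 8283, DESeq2 9294 and the GC correction 2615. In the liver (752), a pseudocount of 10 gave 433, quantile normalisation 320, edgeR 190, the fit of only the liver groups 81, the GC correction 296, TMM factors 1165 and DESeq2 3186. In the lungs (5), DESeq2 gave 997 and the fit of only the lung groups 0 (9720 peaks had an unadjusted p under 0.05 in the fit of all groups). DESeq2 called 48 peaks for liver minus lungs, 25 for liver minus pancreas and 2250 for lungs minus pancreas, and quantile normalisation called 1 for the last. DESeq2 raised each of these counts.

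The replicate number as a block in every organ gave 361 calls for restoration in the liver, 76 with the GC correction as well, 1 in the lungs with or without the GC correction, and 248 for lungs minus pancreas, which returned to 0 with the GC correction. At the loci it gave 2 effector calls in the pancreas and 2 in the liver, and 2 at Klf4, Runx1 and Smad4 in the pancreas. It changed no other count beyond 1.5 times. Only the lung numbers were taken to pair the samples, on statistical grounds from these same data. For the liver and pancreas the block removes degrees of freedom without a known pairing. With the block in the lungs only, restoration in the lungs had 41 calls (56 with GC correction) and lungs minus pancreas 2385 (2048 with GC correction), while liver minus lungs stayed at 0 (7171 peaks had an unadjusted p under 0.05 with no block) and the average over organs was 11383. The cause was not tested.

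Among motif families, 4 were called between liver and lungs and 10 under fry, and 9 for restoration over the organs and 4 under fry. The cause was not tested.

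Effector loci changed by restoration in the pancreas (1) numbered 2 after quantile normalisation, 3 with DESeq2 and 0 after GC correction. In the liver (4) there were 0 with a pseudocount of 10, 1 after quantile normalisation, 0 with edgeR, 0 after GC correction and 14 with DESeq2, and in the lungs (0) 1 with DESeq2, where 21 had an unadjusted p under 0.05. Averaged over organs, the effector loci had 28 calls, 23 to 30 over the settings with all samples and 12 (without Liv_ON_1) to 32 (without Lung_OFF_1) with a sample left out. At Klf4, Runx1 and Smad4 the average gave 3 calls, and 2 to 9 (without Lung_OFF_1) with a sample left out. There were 3 in the pancreas after quantile normalisation and 2 with DESeq2, and DESeq2 gave 2 in the liver and 2 in the lungs. The cause was not tested.

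Leaving out 1 sample at a time gave 453 (without Panc_OFF_2) to 4878 calls for restoration in the pancreas, 0 (without Lung_ON_2) to 25 (without Lung_OFF_3) in the lungs, and 3513 (without Liv_ON_1) to 16283 (without Lung_OFF_1) on average. It gave 11697 (without Panc_OFF_3) to 25330 for Lung_OFF against Panc_OFF, 25079 (without Panc_ON_1) to 42960 for Lung_ON against Panc_ON, 0 to 5 for liver minus lungs and 0 to 4000 for lungs minus pancreas, both highest without Lung_OFF_2. The share of Smad4 status ranged from 4.3% to 8.49%. Without a liver sample a single sample is left in its group. The calls for the average over organs include such fits. In pairwise comparisons with that group no calls were made, and the median size of the called changes was followed instead. It was 1.52 to 1.57 for Liv_OFF against Lung_OFF (1.57 with all samples), 1.73 to 1.75 for Liv_OFF against Panc_OFF (1.76), 1.18 to 1.69 for Liv_ON against Lung_ON (1.46), 1.45 to 1.99 for Liv_ON against Panc_ON (1.75) and 1.27 to 1.6 for restoration in the liver (1.44). The Liv_ON samples thus moved it further, with the lowest value of the comparisons with other organs without Liv_ON_2 and the highest without Liv_ON_1. Interactions have no called peaks to follow in this way. The fit of only the groups compared has no counterpart for the average over organs. Fewer samples lower the power of every such fit, and the cause of the rises was not tested.

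Signs changed for small differences. The RUNX difference in the pancreas (−0.02) was 0.011 after quantile normalisation, 0.072 with central windows, and −0.041 (without Panc_ON_1) to 0.012 (without Panc_ON_2) with a sample left out. AP-1 in the lungs was −0.011 without Lung_OFF_2 and up to 0.162, without Lung_OFF_1. The start-site peak of Runx1 between liver and lungs was −0.01 after quantile normalisation, and those of Has2 (0.01 and 0.04) and Ccbe1 (0.02 and 0.15) were positive without Lung_OFF_1 or Lung_OFF_3, and −0.11 and −0.19 without Lung_OFF_2. The cause was not tested. The other values were counted once per setting for each motif difference or named peak. With all samples, 8 of 91 motif values were weaker and 3 stronger. Of 400 values for named peaks, 25 were weaker and 2 stronger. With a sample left out, 3 of 69 motif values were weaker and 2 stronger, and 19 of 213 values for named peaks were weaker.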

Other observations

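Several tests in this part were chosen only after the result was seen. They were those of hepatocytes, fibroblasts, chromosome Y between lungs and pancreas, and copy number and depth on chromosome 6. Those of a mislabelled sample, the Col1a1 cassette and the Gli2 peaks were also chosen then. The others were chosen before.

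Liver libraries differed from the others in their relation to GC content, with a mean slope of 2.66 ± 0.24 (log2 per unit GC, SD, n = 2) in Liv_OFF and −0.437 ± 0.687 (SD, n = 3) in Lung_OFF. After removal of the smooth GC trend of each sample, 87.7% of the calls between Liv_OFF and Lung_OFF were called again in the same direction (59570 of 67891), the KLF difference was 0.272 and the AP-1 difference was −0.611, all past their thresholds. A GC trend is therefore no sufficient explanation of these comparisons, although it could hold part of the KLF difference, which had been 0.51. Organ, with the time of growth tied to it, stays open and untested as the biological difference.

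In the pancreas the mean GC slope was −0.057 ± 0.646 (SD, n = 3) with Smad4 off and −1.69 ± 1.06 (SD, n = 3) after restoration. After the same correction, 54.1% of the calls (2529 of 4675) were called again, and all 4675 kept their sign. The lower KLF level after restoration did depend on it. The difference went from −0.206 to −0.093, with a camera adjusted p of 0.152 (from 3.7e-09 to 0.152 over its alternatives). A GC trend between libraries may thus be the source of the KLF call in the pancreas. A true loss of accessibility at GC-rich peaks would be removed by the same correction, so an effect of Smad4 stays open, untested.

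Other splits of the same samples were tried to see how often they give as many calls. With 3 samples against 3 there are 10 splits, and the smallest possible share is 0.1, so these cannot exclude chance. In the pancreas 1 of the 10 splits, the real split, gave as many calls, and the others gave 0. For Lung_OFF against Panc_OFF and for Lung_ON against Panc_ON it was also 1 of 10 each, and the others gave 0. In the lungs 2 of the 10 splits gave at least the 5 calls of the real split, and another split gave 15. Of the 4 splits that part all 3 lung pairs, 1 gave as many, the real one. For motif families, 2 of 10 splits in the pancreas and 8 of 10 in the lungs gave as many. When status was shuffled within organs, 1 of 100 draws, the real one, gave the 9043 calls of the average over organs, and the largest other draw gave 3537. For lungs minus pancreas, 7 of 100 draws gave as many peaks at an unadjusted p under 0.05 as the 14973 observed, and the largest other gave 34697, so this count, from fits with no block, does not separate a difference between these organs from chance. Splits were not drawn for the fits with a block.

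Host cells left after sorting were weighed with marker lists and with chromosome Y, since the tumour cells derive from a male line and the hosts were female. If female cells diluted the liver samples, chromosome Y peaks would fall with the peaks lower in the liver. Their median change from Lung_OFF to Liv_OFF was 0.34 (quartiles −0.12 to 0.62 over 28 peaks), against −1.69 for the called peaks. From Panc_OFF to Lung_OFF it was 0.17, against 1.24 for the peaks higher in the lungs. Dilution of that size is therefore unlikely in either comparison. Hepatocyte markers could not settle the peaks higher in the liver. Only 2 of 10 genes had a start-site peak, Apoa1 (log2 fold change 0.81, normalised count 499 in the liver and 293 in the lungs) and Ttr (1.42, 209 and 71.5), with a median of 1.11, so hepatocytes and a change in the tumour cells cannot be told apart from these genes. Both were open in the pancreas as well, at 224 and 61.1.

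Fibroblast markers were lower in the lungs than in the pancreas, with 5 of the 7 start-site peaks called lower in Lung_OFF than in Panc_OFF. The log2 fold change was −4.68 at Lum, −3.6 at Col1a2, −2.58 at Dcn, −2.51 at Pdgfra and −1.8 at Col3a1, and the most open of the list, Col1a1, went from 1340 ± 73.6 (SD, n = 3) to 951 ± 39.1 (SD, n = 3). All 7 were also lower in Liv_OFF than in Panc_OFF. Fibroblasts carried through sorting from the pancreas may be the source of part of the peaks lower in the lungs. Tumour cells in a mesenchymal state open the same genes, and no test here separates the 2 sources. Chromosome Y bounds the share of host cells only loosely.

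Panc_ON_3 lay towards the lung samples. On an axis from the mean of Panc_OFF (0%) to that of Lung_OFF (100%), it was at 39.8%, the other pancreas samples were between −16.5% and 12.5%, and the lung samples between 81.3% and 110%. Liver samples were at 73.7% to 105% on this axis, which therefore mostly holds what sets the pancreas apart, and on the axis from pancreas to liver Panc_ON_3 was at −5.15%. A lung sample under another label would lie with the lung samples, and it did not. All 7 fibroblast marker peaks were lowest in Panc_ON_3 among the Panc_ON samples, so fewer fibroblasts, or fewer mesenchymal tumour cells, may be the source of its position. Admixture of lung material cannot be told apart, because the mixing shares from peaks higher in the lungs (76.5%) and lower in the lungs (73.3%) differed by −0.771 percentage points on average over chromosomes with an SD of 21. Without this sample the pancreas had 4878 calls.

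On chromosome 6, peaks from 124 Mb to 150 Mb were raised in Lung_OFF_1. Of 1634 such peaks with a mean normalised count of at least 20, 96.1% were higher than the mean of the other lung samples, against 49.3% of all other peaks, with a median rise of 1.61 (1.32 at promoters, 1.65 elsewhere). After the GC correction the rise was 1.43, and the rest of the chromosome was at −0.1, which argues against GC content and depth. A gain of copies of this region in the tumour cells of this mouse is a candidate explanation. No copy number was measured here. Lung_OFF_2 (0.41) and Panc_ON_3 (0.42) had smaller raised levels over the region, against 1.57 in Lung_OFF_1. Lung_ON_1 was at 0.1 over the region but raised in part of it, by 0.75 in the window of 2 Mb from 144 Mb and by 1.12 in that from 146 Mb, where Lung_OFF_2 had 0.45, Panc_ON_3 0.76 and Lung_OFF_1 2.03. In this region 38.6% of peaks were called lower in the liver than in the lungs, against 26.6% elsewhere, and without it the number of calls between Liv_OFF and Lung_OFF was 66998.

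The peak just past the end of Col1a1 fell in every organ when doxycycline was withdrawn, with a mean log2 change of −1.75. The shRNA cassette of the model lies beside Col1a1 and is driven by doxycycline, which makes a change of the cassette itself a candidate explanation. Drug and Smad4 status change together in this design, so the cassette and Smad4 cannot be told apart as its source. Of 29 other peaks within 100 kb, 0 were called lower and 1 higher, with a median change of 0.1, so the fall was local.

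Peaks at Gli2 fell together. Averaged over organs, 16 of its 26 peaks were called lower and 0 higher, a share of 61.5% that was the largest among 3471 genes with at least 10 peaks. After the GC correction 16 were called lower. The 182 peaks of other genes within 2 Mb had a median change of −0.06, with 10 called lower and 8 higher, which argues against a loss of copies. The fall at Gli2 may therefore follow Smad4 restoration, or the withdrawal of doxycycline that goes with it, as a hypothesis found and tested on the same samples. Larger shares went up at Csgalnact1 and Plxna4 (66.7% each), which were not tested further.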
